# Genetic and genomic analysis of the seed-filling process in maize based on a logistic model

**DOI:** 10.1038/s41437-019-0251-x

**Published:** 2019-07-29

**Authors:** Shuangyi Yin, Pengcheng Li, Yang Xu, Jun Liu, Tiantian Yang, Jie Wei, Shuhui Xu, Junjie Yu, Huimin Fang, Lin Xue, Derong Hao, Zefeng Yang, Chenwu Xu

**Keywords:** Agricultural genetics, Quantitative trait

## Abstract

Seed filling is a dynamic process that determines seed size and nutritional quality. This time-dependent trait follows a logistic (S-shaped) growth curve that can be described by a logistic function, with parameters of biological relevance. When compared between genotypes, the filling dynamics variations are explained by the differences of parameter values; as such, the parameter estimates can be considered as “traits” for genetic analysis to identify loci that are associated with the seed-filling process. We carried out genetic and genomic analysis of the seed-filling process in maize, using a recombinant inbred line (RIL) population derived from the two inbred lines with contrasting seed-filling dynamics. We recorded seed dry weight at 14 time points after pollination, spanning the early filling phases to the late maturation stages. Fitting these data to a logistic model allowed for estimating 12 characteristic parameters that can be used to meaningfully describe the seed-filling process. Quantitative trait locus (QTL) mapping of these parameters identified a total of 90 nonredundant loci. Using bulked segregant RNA-sequencing (BSR-seq) analysis, we identified eight genes that showed differential gene expression patterns at multiple time points between the extreme pools, and these genes co-localize with the mapped QTL regions. Two of the eight genes, *GRMZM2G391936* and *GRMZM2G008263*, are implicated in starch and sucrose metabolism, and biosynthesis of secondary metabolites that are well known for playing a vital role in seed filling. This study suggests that the logistic model-based approach can efficiently identify genetic loci that regulate dynamic developing traits.

## Introduction

Maize is a widely cultivated crop in the world, providing an important source for food, feed, and biofuels. Increasing and stabilizing maize productivity has been a primary goal of breeders. Among many agronomic traits that are associated with yield potential, the seed-filling process is an important factor that affects seed size and the final yield (Takai et al. 2005; Sadras and Egli 2008; Borrás et al. 2009; Eichenberger et al. 2015). Seed filling is a complex trait involving cell expansion and accumulation of proteins, oils, and carbohydrates. Despite being under genetic control, this developmental process is also highly sensitive to environmental fluctuations, such as heat and drought stresses. Optimizing the rate and duration of seed filling can maximize partitioning of photosynthates and assimilates to the seed, reduce the negative effects of potential adverse environments in the late growing season, and consequently ensure a high and stable yield. Therefore, a thorough understanding of the genetic and environmental factors regulating seed filling will assist breeding efforts to develop high-yielding varieties with improved resilience capacity to abiotic stresses.

Seed filling in maize can be divided into multiple successive and interrelated developmental stages, beginning with successful pollination and initiation of seed development and ending when the seeds are physiologically mature. The dynamic feature of the trait poses a significant challenge for quantitative genetic analysis, because at individual developmental stages or time points, different sets of genes are involved. Most of the current studies focused only on the linear growth phase by measuring the dry seed weight over an isometric time period to estimate the filling rate (Maydup et al. 2010; Liu et al. 2011; Zhang et al. 2016; Carmo-Silva et al. 2017) Although this approach allowed for rough estimation of the average filling rate over a specific period of the filling duration, it failed to capture the dynamic developing features of the entire filling process, such as the maximum filling rate and the time to reach the maximum filling rate.

A better strategy for studying such a time-dependent trait is to fit a growth curve to the phenotypic values across the entire developmental process and analyze the fitted parameters of the growth trajectory using quantitative genetic approaches. The effectiveness of this strategy has been proven by combining genetic analysis and an ecophysiological model to reveal the response of maize leaf growth to temperature and water deficit (Reymond et al. 2003). For the physiological process of seed filling, the more common approach is to separate the entire process into the segmented model, according to different phases of seed development (Gambín et al. 2008; Alvarez Prado et al. 2013, 2014). This segmented model usually indicates physiological maturity based on the intersection of the second and third phases (Alvarez Prado et al. 2013, 2014). However, seed maturity is programmed and not abruptly reached. Therefore, this approach based on the segmented model lost dynamic information about the continuous seed-filling process (Vega and Sadras 2003; Borrás et al. 2009). Considering the above case, it is a need to use a nonlinear function to model the dynamic process. Logistic models have been widely used to analyze complex dynamic developing traits, such as human population growth (Ershkov 2011; Peckham et al. 2018), plant height (Sun and Frelich 2011), and the leaf biomass in forest stands (Ogawa 2012). Meanwhile, seed development follows a typical sigmoid growth curve that can be described by a logistic function with a few fitted parameters. Instead of analyzing many “traits” derived from phenotypic measurements at multiple time points, genetic analysis can be limited to a few parameters with biological relevance (Thornley et al. 2007; Yin et al. 2018).

In this study, we performed genetic and genomic analysis of the seed-filling process in maize, using a recombinant inbred line (RIL) population derived from the two inbred lines (DH1M and T877) that differed significantly in their seed-filling dynamics. For phenotyping, we measured seed dry weight at multiple time points after pollination, from the early filling phases to the late maturation stages. By fitting these data to a logistic model, we estimated 12 characteristic parameters that can be used to explain the seed-filling dynamics. Quantitative trait locus (QTL) mapping of these parameters identified abundant nonredundant QTL loci, revealing a complex nature of the seed-filling process. Using bulked segregant RNA-sequencing (BSR-seq) analysis, we further identified eight genes that showed differential gene expression patterns at multiple time points between the extreme pools, and these genes co-localize with the mapped QTL regions. Two of the eight genes, *GRMZM2G391936* and *GRMZM2G008263*, are implicated in starch and sucrose metabolism, and biosynthesis of secondary metabolites that are well known for playing a vital role in seed filling. This study suggests that the logistic model-based approach can efficiently identify genetic loci that regulate dynamic developing traits.

## Materials and methods

### Plant materials, field experiments, and phenotyping

The RIL population consisting of 208 lines was derived from the cross of the parental genotypes DH1M and T877 that differed significantly in the rate and duration of grain filling. DH1M had a shorter grain-filling duration and produced smaller grains, while T877 had a much longer grain-filling period and produced much larger grains. The experiments were conducted at three geographically different locations in China: Nantong (N31°55′, E121°37′) in 2015, Yangzhou (N32°22′, E119°16′) in 2016, and Sanya (N18°23′, E109°44′) in 2017. For each RIL, a total of 78 plants were grown in a plot consisting of six rows, with a row length of 3.0 m, a distance between rows of 0.5 m, and 13 plants per row. The pollination dates were recorded for individual RIL lines to determine the sampling time. Seeds were sampled at 10, 15, 20, 25, 30, 35, 40, 43, 46, 49, 52, 55, 58, and 61 days after pollination (DAP). At each time point, two ears with the synchronous developmental process were selected. Fifty seeds in the middle of each ear were removed and dried to a constant weight at 70–80 °C after fixing at 105 °C for 1 h. The dry weight of 50 seeds was measured and recorded.

### Growth curve fitting and parameter estimation

The relationship between the seed dry weight (*w*) and the number of days after pollination (*t*) was described by a logistic function in the following form (West et al. 2001):

1 $$w = \frac{k}{{1 + ae^{ - bt}}}$$

where *k*, *a*, and *b* are fitted parameters. *k* estimates the final or upper limit of seed dry weight; *b* is related to the filling rate; and *a* is associated with both the rate and duration of seed filling.

The instantaneous rate of seed filling (*v*) at the moment of *t* was obtained by taking the first derivative of formula (1):

2 $$v = \frac{{dw}}{{dt}} = \frac{{kabe^{ - bt}}}{{(1 + ae^{ - bt})^2}}$$

Based on this equation, the average filling rate ($$\bar v$$) and the active filling duration (*T*) were also estimated; $$\bar v$$ was calculated from the integral of the formula (2) and *T* was obtained by *k*/$$\bar v$$.

According to formulas (1) and (2), the distributions of seed dry weight (*w*, green color) and filling rate (*v*, purple color) over time *t* are presented in Fig. 1. By taking the second derivative of formula (1) and setting it equal to zero, an inflexion point (*lna/b*, *k/2*) on the seed-filling curve was defined; *lna/b* is the time for reaching the median final dry weight (*k*/2) and at this time, the maximum instantaneous filling rate (*v*_max_) is reached.

**Fig. 1:**
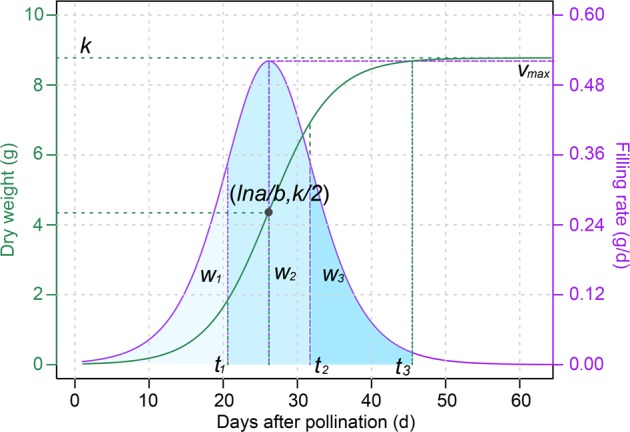
A diagrammatic representation of the seed-filling curve (green) and the filling rate curve (purple). Several seed-filling characteristic parameters are indicated. *k* is the final seed dry weight; *v*_max_ is the maximum filling rate; *lna/b* is time for reaching the median final dry weight; and *w*_1_, *w*_2_, and *w*_3_ are accumulated dry weight during the gradual growth period (*t*_1_), fast growth period (*t*_2_–*t*_1_), and slow growth period (*t*_3_–*t*_2_), respectively. *t*_1_ and *t*_2_ are DAPs (days after pollination) reaching the first and second inflexion of the filling curve, respectively; and *t*_3_ is the total filling duration

By taking the second derivative of formula (2) and setting it equal to zero, two inflexion points were defined at the time points *t*_1_ and *t*_2_. The stage from fertilization to *t*_1_ is defined as the lag or gradual growth period and that between *t*_1_ and *t*_2_ is defined as the fast growth period. Theoretically, seed dry weight will never be able to reach the asymptotic maximum *k*. In this study, seed filling was considered to be complete when *w* = 0.99*k*. Based on this assumption, an estimate of the length of the seed-filling duration (*t*_3_) was calculated by substituting 0.99*k* for *w* in formula (1). The stage from *t*_2_ to *t*_3_ is defined as the slow growth period or the maturation phase. As shown under the filling rate curve, the accumulated dry weight during each of the three filling periods, denoted as *w*_1_, *w*_2_, and *w*_3_, respectively, can also be calculated.

In summary, a total of 12 characteristic parameters related to the dynamic seed-filling process were estimated. The symbols of these parameters together with their calculation formulas and biological definitions are listed in Table 1. Parameters *k*, *a*, and *b* were estimated using a nonlinear least-squares approach implemented in R (Bates and Watts 1988).

**Table 1:** Characteristic parameters related to seed filling in maize

Parameter symbol	Biological significance	Formula
*k*	Final seed dry weight (g)	
*b*	Relative filling rate	
*lna/b*	Time for median final dry weight (DAP)	
*t*_1_	Time for first inflexion of filling rate (DAP)	$$t_{\it{1}} = - \frac{{{\it{ln}}\left( {\frac{{2 + \sqrt 3 }}{a}} \right)}}{b}$$
*t*_2_	Time for second inflexion of filling rate (DAP)	$$t_{\it{2}} = - \frac{{{\it{ln}}\left( {\frac{{2 - \sqrt 3 }}{a}} \right)}}{b}$$
*t*_3_	Filling duration (DAP)	$$t_{\it{3}} = \frac{{{\it{ln}}(99a)}}{b}$$
*w*_1_	Accumulation during gradual growth period (g)	$$w_{\it{1}} = \frac{k}{{3 + \sqrt 3 }}$$
*w*_2_	Accumulation during fast growth period (g)	$$w_{\it{2}} = \frac{{\sqrt 3 }}{3}k$$
*w*_3_	Accumulation during slow growth period (g)	$$w_{\it{3}} = \left( {\frac{{49}}{{100}} - \frac{{\sqrt 3 }}{6}} \right)k$$
$$\bar v$$	Average filling rate (g/DAP)	$$\bar v = \frac{{kb}}{6}$$
*T*	Active filling period (DAP)	$$T = \frac{6}{b}$$
*v*_max_	Maximum filling rate (g/DAP)	$$v_{max} = \frac{{kb}}{4}$$

### Statistical analysis of the parameters

In this study, we fitted one filling curve for each inbred line in an environment and estimated a list of characteristic parameters for each inbred line. Calculating the descriptive statistics of the parameters was performed in R. Broad-sense heritability (*H*^2^) across multiple environments was estimated as $$H^{\mathrm{2}} = \delta _g^2/(\delta _g^2 + \delta ^2/e)$$ (Knapp et al. 1985), where $$\delta _g^2$$ is the genetic variance, *δ*^2^ is the error variance, and *e* is the number of environments. Pearson correlation coefficients between characteristic parameters were calculated using the *agricolae* software package (De Mendiburu 2014). The best linear unbiased prediction values of *v*_max_ were calculated based on the combined data from three environments using *lmer* function in the *lme4* package (Bates et al. 2015) in R. In this model, genotypes and environments were considered as random factors.

### Genotyping and bin-map construction

DNA was extracted from the young healthy leaves of 208 RILs and two parents. Genotyping was performed with the Illumina MaizeSNP50 BeadChip, which contained over 56,110 evenly distributed single-nucleotide polymorphisms (SNPs) covering the entire maize genome. Chi-square tests were conducted for all SNPs to detect segregation distortion. SNPs with a segregation distortion test *P* < 0.001 or containing abnormal bases were filtered out. To eliminate redundant markers, we used a sliding-window approach (Huang et al. 2009) to construct a bin map. The order of bin markers were then checked using the *ripple* function in the *qtl* package (Broman et al. 2003). Genetic distances between bin markers were calculated using the “Kosambi” function (Kosambi 1944).

### QTL analysis

QTLs associated with the 12 characteristic parameters were mapped using composite interval mapping (CIM) with the *lmem.qtler* package in R (Gutierrez et al. 2016). For CIM, we used a window size of 10 cM, a step size of 1 cM, and a threshold that was estimated through a Bonferroni correction based on the effective number of markers (*M*_eff_) (Li and Ji 2005). In this study, the *M*_eff_ was 35 and the threshold was 2.8.

### Differential gene expression and enrichment analysis

Based on the *v*_max_ values estimated from the combined data obtained from 2015 to 2017, we selected two pools of inbred lines (13 lines per pool) that displayed contrasting seed-filling rates but reached *v*_max_ at a similar time, ~30 days after pollination. Moreover, the difference significance of characteristic parameters between two pools was detected using the *t.test* function in R. These lines along with the two parents were grown at Yangzhou, China in the summer of 2017, using the same experimental design as described above. At 30 days post pollination, seeds were collected and mRNAs were then isolated from individual plants. Two bulked mRNA samples were then created by pooling the mRNAs of all individuals in each pool. The pooled mRNA samples were subjected to RNA-seq analysis to identify genes that were differentially expressed between the two pools. In the RNA-seq analysis process, we first standardized the read counts using TMM algorithm (Robinson and Oshlack 2010). Under the biological coefficient of variation was equal to 0.2, we performed the genewise exact test for differences between two pools of negative binomial counts using the *exactTest* function in the *edgeR* software package (Robinson et al. 2009). After Bonferroni correction, the genes with adjusted *P* values less than 0.05 and an absolute value of logarithm fold change greater than two were identified as differentially expressed genes (DEGs). To determine the putative biological functions of DEGs, Gene Ontology (GO), and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were performed using the *clusterProfiler* package (Yu et al. 2012). The GO terms and KEGG pathways with adjusted *P* values < 0.05 through false discovery rate (FDR) (Hochberg 1995) correction were identified as significant.

### Detection of the associated SNPs

To identify SNPs that could distinguish between the two bulks, a series of tests were performed in R. Fisher’s exact tests were first performed for each SNP followed by calculation of the SNP index of each bulk and *G* value of each SNP using the *QTLseqr* package (Mansfeld and Grumet 2018). Through these procedures, the ΔSNP index per site was then acquired. Using 0.05 as a threshold after FDR correction, the significantly associated SNPs were identified. DEGs with significantly associated SNPs and enriched terms or pathways were considered as associated genes.

### Expression analysis of the associated genes

To further characterize the expression of the associated genes in the filling process, seeds of parents and two extreme inbred lines were sampled at 10, 20, 30, 40, and 50 DAP. At each time point, seeds in the middle of two similar ears were sampled as two biological repeats, followed by RNA isolation and RNA-seq analysis. The reads per kilobase of exon per million mapped reads (FPKM) of individual genes at different time points were calculated based on the length of the genes and read counts. In addition, the dry weights of 50 seeds for each inbred line at different time points were measured to fit the seed growth curves.

## Results and discussion

### Fitting the seed-filling curves using a logistic function and estimating the parameters

The RIL population consisting of 208 lines was derived from the parental genotypes DH1M and T877 that differed in the final seed dry weight and rate, and duration of seed filling. In particular, DH1M produced smaller seeds and had a shorter filling duration and a higher filling rate, while T877 produced larger seeds and had a longer filling period and a lower rate of filling (Fig. 2a). These plants were grown in three different environments and seed dry weight was measured at various time points from pollination to maturity. A logistic function was used to characterize the seed-filling process of both parents and RILs (Fig. 2b). The average determination coefficients (*R*^*2*^) of the fitting curves in three environments were 0.95, 0.95, and 0.97, respectively, indicating a good fit of the logistic curve to the seed-filling data. We estimated a total of 12 parameters that are associated with seed dry weight accumulation, seed-filling rate, and filling duration (Table S1). There were significant variations between genotypes, environments, and strong genotype-by-environment interactions for the observed data and all the parameter estimates. The variation coefficients of the parameters ranged from 9.53 to 45.11% among the RIL lines, and the estimated *H*^2^ of the parameters ranged from 69.26 to 79.33%. These data suggested the presence of significant genetic variation for seed-filling dynamics in the segregating population. Compared with results based on the segmented model (Alvarez Prado et al. 2013, 2014), heritabilities related to seed weight were similar. However, heritabilities related to filling duration were evidently larger in this study.

**Fig. 2:**
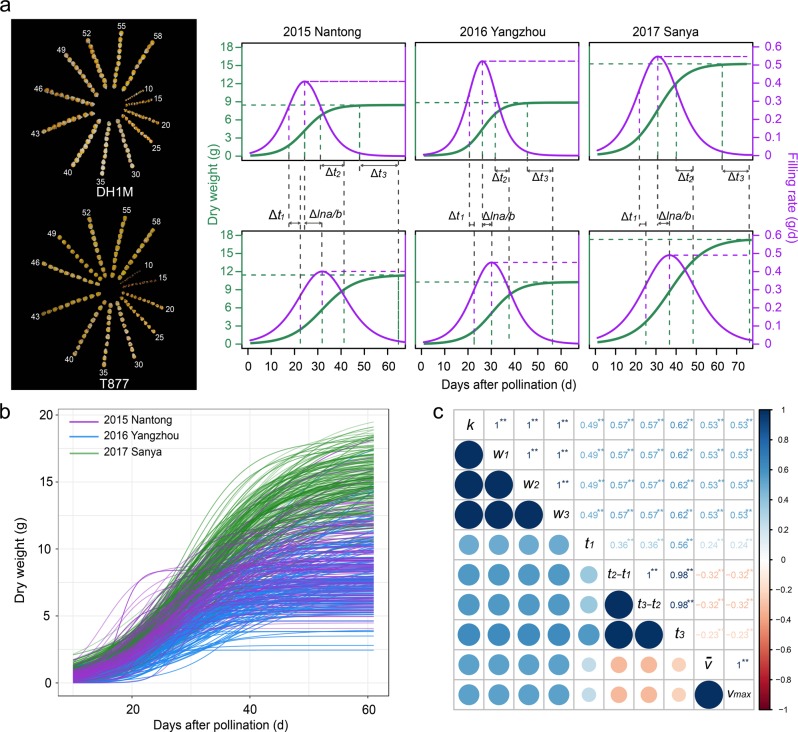
Seed-filling curves of the two parents and RILs, and correlations among the parameter estimates of seed dry weight, filling duration, and filling rate. **a** On the left are seed changes of DH1M and T877 during filling process. Seed-filling curves (green) and filling rate curves (purple) of DH1M and T877 in three different environments are on the right. **b** Seed-filling curves of RILs across three different environments. Purple, blue, and green curves are filling curves of RILs in Nantong (2015), Yangzhou (2016), and Sanya (2017), respectively. **c** Correlations among parameter estimates of seed dry weight, filling duration, and filling rate. Blue color represents a positive correlation and red color represents a negative correlation; color depth indicates the level of correlation. * and ** represent significant correlation at *P* = 0.05 and 0.01 levels, respectively

Pearson’s correlation analysis revealed a positive relationship between the total filling duration (*t*_3_) and the final seed dry weight (*k*) and between the duration (*t*_1_, *t*_2_–*t*_1_, and *t*_3_–*t*_2_) and the accumulated dry weight in each of the three filling phases (*w*_1_, *w*_2_, and *w*_3_), respectively (Fig. 2c). On average, the three phases contributed ~21%, 58%, and 20% to the final dry weight, respectively. The final seed dry weight was also positively correlated with the parameters associated with filling rate ($$\bar v$$, and *v*_max_). In general, the filling duration estimates were negatively associated with those of filling rate; interestingly however, *t*_1_, the duration of the early or lag phase of seed development was positively associated with the filling rate parameters. Several other studies also suggested the importance of this phase in regulating the seed growth rate in the following seed-filling phase in soybeans and maize (Egli and Wardlaw 1980; Egli et al. 1989; Jones et al. 1984). The lag phase is dominated by cell division and cell number determination; thus, this phase likely mediates final seed size by regulating the endosperm sink capacity and this capacity in turn governs the dry matter deposition rate in endosperm cells during the subsequent seed-filling stage.

### Genetic map construction and QTL mapping

For genetic mapping of QTLs associated with the parameters in the RIL population, we constructed a high-density linkage map consisting of 3227 bin markers (Fig. S1). Summary statistics of the map are presented in Table S2. The number of bin markers per chromosome varied from 111 to 503. The total length of the linkage map was 2450 cM, with chromosome 1 being the longest and chromosome 2 the shortest. The average genetic distance between two adjacent markers was 0.76 cM; chromosome 5 had the highest marker density and chromosome 2 had the lowest marker density. A heatmap showing the linkage and recombination relationship between bin markers is illustrated in Fig. S2a, and a grid for the haplotypes of the RIL population is shown in Fig. S2b.

QTL analysis of the estimated parameters was performed, based on the data obtained from individual environments, as well as combined data from all three environments. For analysis of combined data, the average values of the parameters were calculated. These analyses identified a total of 90 nonredundant QTLs associated with 12 parameters (Tables S3 and S4). In particular, 12 QTLs were associated with accumulation of seed dry weight (*k*, *w*_1_, *w*_2_, and *w*_3_); 23 QTLs were related to filling rate (*b*, $$\bar v$$, and *v*_max_); and 60 QTLs were linked to seed-filling duration (*T*, *t*_1_, *t*_2_, *t*_3_, and *lna/b*). Because of significant genotype-by-environment interactions, certain QTLs identified in one environment were not detected in another environment (Fig. 3a). Across three environments, the mean percentage of phenotypic variation explained by individual QTLs ranged from 4.59 to 6.29% (Fig. 3b and Table S3). Both parents contributed favorable alleles at various loci; however, T877 provided more increasing QTL alleles for seed dry weight and filling duration, while DH1M conferred more increasing QTL alleles associated with filling rate (Fig. 3c). This latter observation is consistent with the phenotypic differences observed between the two parents. In addition, we identified some pleiotropic QTL (Table S4), such as QTL located at 14.1 cM chromosome 7 controlled both seed dry weight and filling duration. This case was also found by other studies based on independent time points (Zhang et al. 2016) or the segmented model (Alvarez Prado et al. 2014). This similar result indicated that the correlated traits were likely to be controlled by common genetic mechanism, which helped explaining the phenotypic correlation. Furthermore, the locus located at 56.3 cM on chromosome 2 was associated with seed dry weight, which was consistent with other studies (Austin and Lee 1998; Alvarez Prado et al. 2013). The loci mapped at 95.4−104.1 cM on chromosome 5 co-localized with QTL related to seed weight in other studies (Guo et al. 2011; Alvarez Prado et al. 2013). The locus detected at 43 cM on chromosome 7 was located in the same region as other reports related to seed weight and filling rate (Li et al. 2012).

**Fig. 3:**
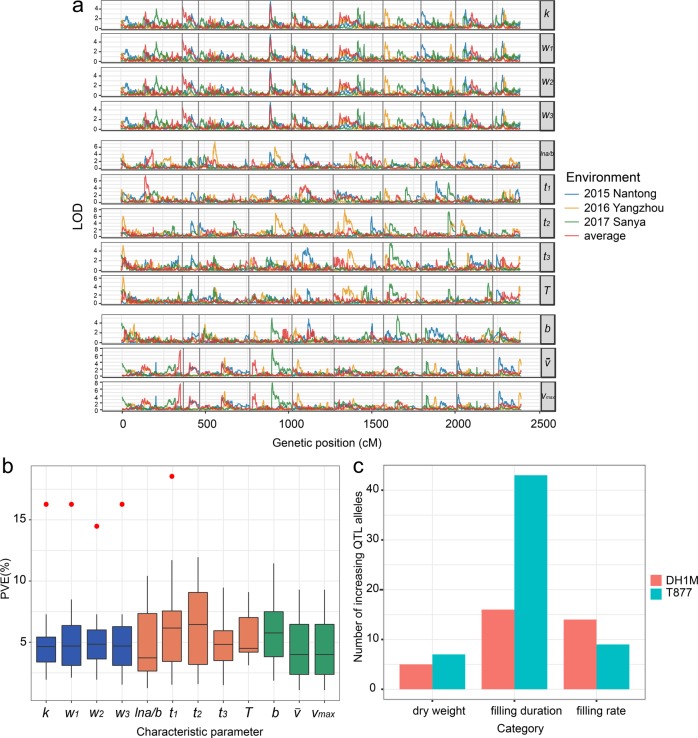
QTL mapping of 12 characteristic parameters. **a** LOD curves of 12 characteristic parameters in different environmental conditions. Some peaks of the same characteristic parameter in one environment do not appear in another environment. **b** Phenotypic contribution rates of QTLs associated with the 12 characteristic parameters. Blue, orange, and green colors represent PVE (phenotypic variability explained) related to dry weight, filling duration, and filling rate, respectively. Red points indicate the higher PVEs. **c** Number of increasing QTL alleles in different categories contributed by each parent

### Bulked segregant RNA-seq analysis of the RIL population

To complement QTL mapping, we carried out a genomic analysis to identify genes that regulate the seed-filling dynamics using a BSR-seq approach. For this purpose, we selected two pools of RILs that showed extreme phenotypes of *v*_max_, the maximum rate of seed filling (Fig. 4a). The rationale of this strategy was based on the observation that *v*_max_ was positively correlated to the final seed weight. One of the pools consisted of 13 RILs with high-*v*_max_ values of 0.451–0.472, while another pool contained 13 RILs with low-*v*_max_ values of 0.421–0.428. The selected lines were planted and evaluated at Yangzhou in 2017. The fitting curves derived from individual RILs and combined analysis of individual pools are shown in Fig. 4b. It is apparent that the two pools differed in their seed-filling dynamics; accordingly, the parameter estimates are statistically different except for the parameter *lna/b*, the time when *v*_max_ is reached (Fig. 4c). Such analysis further validated the previous conclusions that the lag phase duration *t*_1_ was positively correlated with the filling rate and that the filling rate was positively associated with seed dry weight accumulation.

**Fig. 4:**
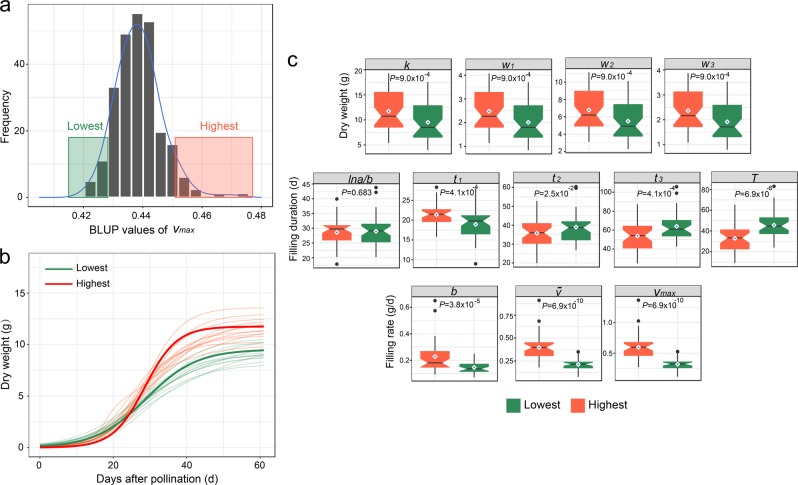
Construction of two extreme pools based on *v*_max_. **a** The distribution of *v*_max_ and selection intervals of two extreme pools were also indicated. **b** The filling curves of RILs in two extreme pools (transparent lines) and the average filling curves of lowest and highest pools (solid lines). **c** Comparisons of estimates of 12 characteristic parameters between the two extreme pools. Red color represents the highest pool and green color represents the lowest pool

Comparative transcriptomic analysis of the two extreme bulks was performed by RNA sequencing, and the gene expression levels were measured based on FPKM. To simplify the analysis, this study focused only the DEGs located within the mapped QTL regions. We identified a total of 512 QTL-related DEGs, of which 265 genes were expressed at a higher level in the high-*v*_max_ pool and 247 genes were expressed at a higher level in the low-*v*_max_ pool (Fig. 5a). GO analysis assigned these genes to different functional categories, and we found that nine GO terms comprising 17 genes were specifically enriched in the set of DEGs when compared with background frequency. Eight of the nine terms were annotated as involving in “biological process” and one was grouped into the “molecular function” category (Fig. 5b, c). Most represented biological processes were associated with carbohydrate synthesis and metabolism. KEGG analysis of QTL-related DEGs revealed the enrichment of three pathways, including biosynthesis of secondary metabolites (zma01110), starch and sucrose metabolism (zma00500), and taurine and hypotaurine metabolism (zma00430) (Fig. 5d). The three pathways involved 33 DEGs, 10 of which were also identified by GO analysis; as such, a total of 40 genes were revealed by GO and KEGG enrichment analyses.

**Fig. 5:**
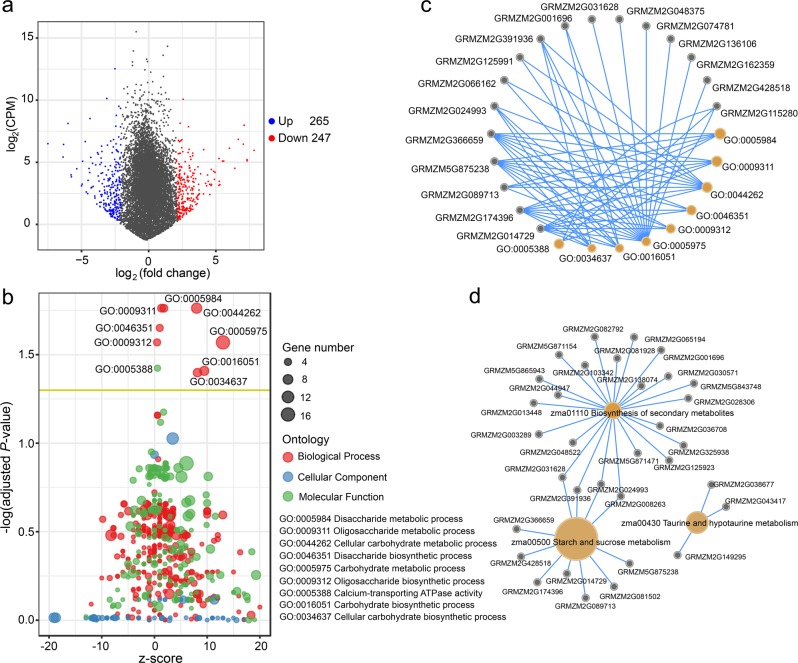
Enrichment analysis of differentially expressed genes between the two extreme pools. **a** A volcano plot of 512 differentially expressed genes, where blue and red dots represent DEGs with higher expression levels in the high-*v*_max_ and the low-*v*_max_ pools, respectively. CPM is counts per million. **b** A bubble plot of enriched GO terms, where circle size represents number of enriched genes; and red, blue, and green dots represent biological process, cellular component, and molecular function, respectively. Yellow line is the threshold line with adjusted *P* = 0.05. **c** A relationship network between enriched terms and DEGs. **d** A relationship network between enriched pathways and DEGs

### Validation of the differentially expressed genes

In addition to identification of DEGs, the BSR-seq analysis also allowed for detection of allelic variants that were differentially present between pools. These variants could be causally or non-causally associated with the phenotypic differences or differential gene expression. For this study, we were specifically interested in identifying SNPs associated with the 40 DEGs revealed by the GO and KEGG enrichment analyses. Based on Fisher’s exact test, ΔSNP index, and *G* values, we identified eight genes whose allele frequencies differed significantly between the two pools (Fig. 6). These genes included *GRMZM2G030571*, *GRMZM2G038677*, *GRMZM2G043417*, *GRMZM2G391936*, *GRMZM2G136106*, *GRMZM2G008263*, *GRMZM5G843748*, and *GRMZM2G125923*. We assumed that these genes likely play important roles in regulating the seed-filling process.

**Fig. 6:**
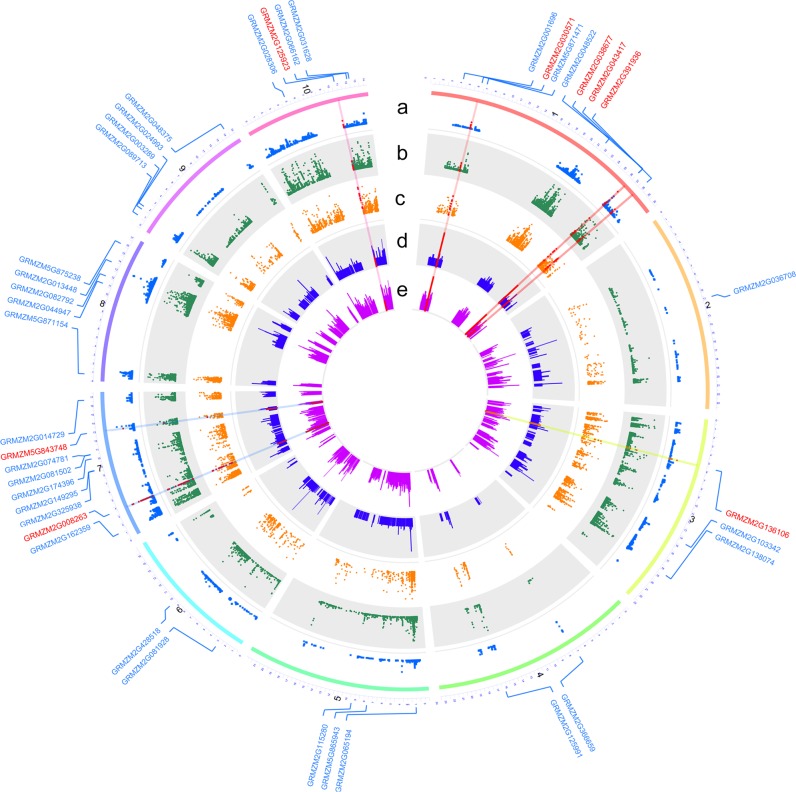
Identification of SNPs associated with the 40 DEGs in the mapped QTL regions. The red dots and bars are statistically significant. The DEGs are indicated around the circle, where DEGs with significantly associated SNP are tagged by red. **a** The −log_10_(*P*_adj_) of each site through Fisher’ exact test. **b** *G* values of individual sites. **c** Absolute values of the ΔSNP index of individual sites. **d** The −log_10_(*P*_adj_) of genes in the QTL regions through differentially expressed analysis. **e** |log_2_(fold change)| of DEGs in the QTL regions. Based on these indicators, eight associated genes with significantly associated SNPs and enriched terms or pathways are identified

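RNA was sequenced from kernels of 4 inbred lines, which were the 2 parents of the RIL population and the lines YZU147 and YZU191. Seeds from the middle of 2 ears gave 2 biological repeats at each of 5 times between 10 and 50 days after pollination (DAP), so that 40 libraries in 20 groups of line and DAP were compared. The labels name the lines T147, T191, T209, and T210. The first 2 were taken as YZU147 and YZU191 by their numbers, and the other two are the parents. The labels do not say which parent is DH1M and which is T877, so they are called parental line T209 and parental line T210 here. The authors deposited FPKM, the reads on a gene divided by the length of the gene and by the mapped reads of the library, for 65196 rows, of which 35991 carry GRMZM gene names and 25650 are loci assembled from the reads without a gene name. The aligner, the genome build, and the annotation are not named in the paper's text. FPKM summed to between 544588 and 683241 per library, with a median of 615344. The number of reads per library was not used here, because FPKM is not a count. Low FPKM values rise in steps of 1 read, and from these steps the depth of each library relative to the median library was 0.612 to 1.61 for YZU147, 0.650 to 1.19 for YZU191, 0.903 to 2.30 for parental line T209, and 0.866 to 2.07 for parental line T210. Spearman's rho between the 2 repeats of a group, over genes, lay between 0.843 for parental line T210 at 50 DAP and 0.967 for YZU147 at 10 DAP. At 20 DAP in YZU191 it was 0.873, and the 2 ears had 16.2 and 2.48 FPKM for GRMZM2G008263. Expression was tested as log2(FPKM + 1) with limma in 1 model of the 20 groups, over the 43394 genes that reached 1 FPKM in at least 2 libraries or belong to the 40 genes found by the GO and KEGG analyses. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over these genes, and the log2 scale with a pseudocount of 1 understates the change of genes with low FPKM. The lines are named by the labels of the libraries. When each colour of the heat map in Fig. 7 was read as a number, the columns headed YZU191 followed the libraries labelled YZU147 (Pearson's r = 0.999 over 40 scaled values) and those headed YZU147 followed the libraries labelled YZU191 (r = 0.999), while each set of columns had r = 0.427 and r = 0.420 with the libraries that carry its own name. The columns headed DH1M followed parental line T210 (r = 0.999) and those headed T877 followed parental line T209 (r = 0.999). A direction between YZU191 and YZU147 is therefore given as a direction between libraries labelled with these names.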

To further validate our assumption, we characterized the expression of these genes in the developing seeds of the two parents T877 and DH1M, as well as two additional inbred lines YZU147 and YZU191, at 10–50 days after pollination (Fig. 7). The filling dynamics was similar between YZU147 and T877 and between YZU191 and DH1M. Cluster analysis classified these genes into two groups based on their expression patterns across genotypes. 

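The mean FPKM of each gene in the 20 groups was scaled to a mean of 0 and a standard deviation of 1, and the 8 genes were clustered with Euclidean distance and complete linkage, since the paper's text names neither. Cut into 2 clusters, the genes fell into a cluster of 6 with GRMZM2G030571, GRMZM2G038677, GRMZM2G043417, GRMZM2G391936, GRMZM2G136106, and GRMZM5G843748, and a cluster of 2 with GRMZM2G008263 and GRMZM2G125923. The most extreme scaled mean was that of GRMZM2G125923 in the libraries labelled YZU147 at 40 DAP, at 3.74 ± 0.681 (SD, n = 2), from 27.2 and 33.9 FPKM in the 2 ears. The highest mean of GRMZM2G030571 was in parental line T210 at 30 DAP, where the ears had 47.9 and 17.6 FPKM. Membership of all 8 genes was unchanged with log2(FPKM + 1), with libraries rescaled by their median ratio, with 1 minus Pearson's r as the distance, with average linkage, and in all 40 analyses that each left out 1 library.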

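Early filling was taken as 10 and 20 DAP and mid filling as 30 and 40 DAP. The paper gives no bounds, and these DAP were taken because columns of Fig. 7 are raised there. Fig. 7 shows the same libraries, so the p-values below are no independent test of the paper's 2 groups. Averaged over the 4 lines, GRMZM2G043417 had the largest difference between early and mid filling. It was 4.49 on the log2(FPKM + 1) scale (standard error 0.16, adjusted p = 1.72e-17 from limma). Its mean in parental line T209 was 159 ± 41.8 FPKM (SD, n = 2) at 20 DAP and 0.135 ± 0.0039 FPKM (SD, n = 2) at 40 DAP. The differences were 2.62 for GRMZM2G136106, 2.39 for GRMZM2G038677, 2.32 for GRMZM5G843748, and 2.02 for GRMZM2G391936, with adjusted p-values from limma of 3.72e-12 or less. GRMZM2G030571 was also higher at early filling, by 0.73 (standard error 0.24, adjusted p = 0.00924 from limma). The other two genes were lower at early than at mid filling, with differences of -0.99 for GRMZM2G008263 (standard error 0.17, adjusted p = 1.84e-05 from limma) and -0.57 for GRMZM2G125923 (standard error 0.13, adjusted p = 0.000589 from limma). Adjusted over the 8 genes alone, the largest of the 8 p-values was 0.00473. Within single lines, GRMZM2G043417, GRMZM2G136106, GRMZM2G038677, GRMZM5G843748, and GRMZM2G391936 were higher at early filling in each of the 4 lines. GRMZM2G030571 was lower at early filling in the libraries labelled YZU147, by -1.17 (adjusted p = 0.0599 from limma), and higher in those labelled YZU191, by 2.07 (adjusted p = 0.000924 from limma). For this gene the 2 ears labelled YZU191 at 20 DAP lay far apart, at 3.82 and 41.1 FPKM. GRMZM2G125923 did not differ in the libraries labelled YZU191 (-0.0037, adjusted p = 1) and was not lower in parental line T209 (0.46, adjusted p = 0.169). GRMZM2G008263 was lower at early filling in the libraries labelled YZU191 (-1.34, adjusted p = 0.00266) and in parental line T210 (-1.06, adjusted p = 0.0182), and did not pass the threshold in those labelled YZU147 (-0.80, adjusted p = 0.0784) or in parental line T209 (-0.76, adjusted p = 0.0773). Taking 30 DAP alone as mid filling changed the sign of GRMZM2G030571, to -0.64 (adjusted p = 0.0724 from limma), lowered GRMZM2G043417 to 2.53, and left the direction of the 7 genes other than GRMZM2G030571 as it was.

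**Figure D1:**
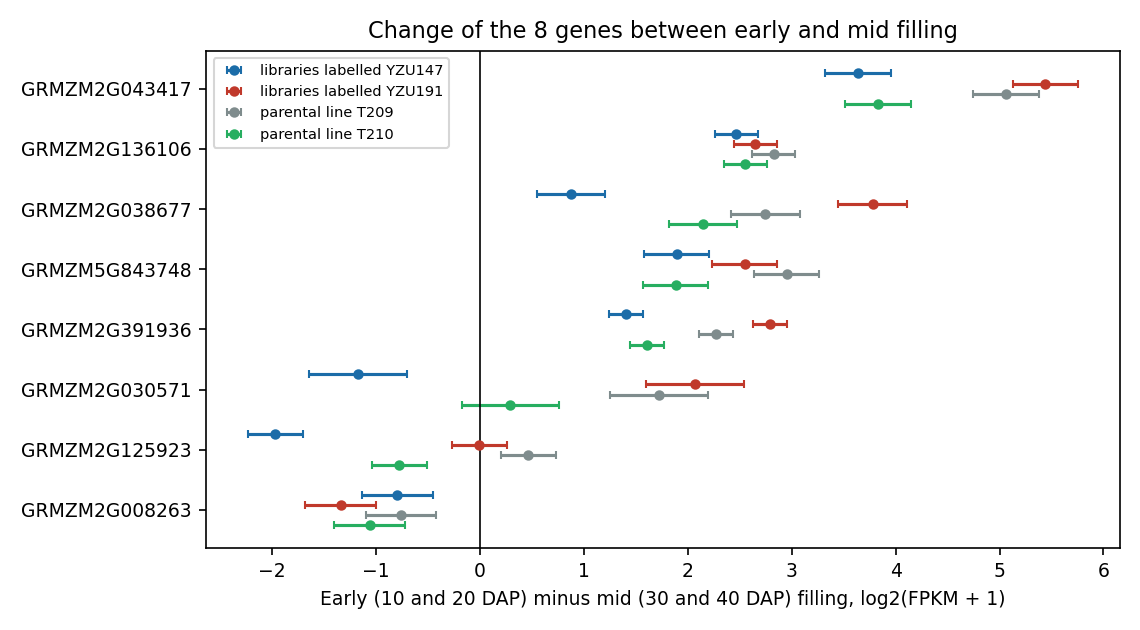
Difference between early (10 and 20 DAP) and mid (30 and 40 DAP) filling on the log2(FPKM + 1) scale (x axis) for each of the 8 genes (y axis) in each of the 4 lines; points are limma estimates from 8 libraries per line and bars are standard errors. GRMZM2G043417 lies farthest to the right, and GRMZM2G030571 and GRMZM2G125923 change side between lines.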

The first group included genes *GRMZM2G030571*, *GRMZM2G038677*, *GRMZM2G043417*, *GRMZM2G391936*, *GRMZM2G136106*, and *GRMZM5G843748* that were expressed at a higher level at the early filling stage, while the second group contained genes *GRMZM2G008263* and *GRMZM2G125923* that appeared to be expressed at a higher level at the mid-filling stage. Overall, genotypes with similar seed-filling trajectories shared similar expression profiles across different genes, suggesting that changes in the expression levels of these genes are associated with seed filling.

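Similarity between lines was measured as Pearson's r of the scaled mean FPKM over the 8 genes and 5 DAP, which are 40 values that are not independent, so that no p-value is given. It was highest between the libraries labelled YZU191 and parental line T209 (r = 0.813), followed by parental lines T209 and T210 (0.686), YZU191 and parental line T210 (0.678), YZU147 and parental line T210 (0.676), YZU147 and parental line T209 (0.542), and YZU147 and YZU191 (0.421). The 2 ears of one line, taken singly, had r = 0.928 in YZU147 and 0.693 in YZU191. In parental lines T209 and T210 they had r = 0.882 and 0.739. The values between lines come from means of 2 ears, which carry less noise, so they cannot be set directly against these. With single ears, YZU191 and parental line T209 had r = 0.845 (first ear) and 0.643 (second ear), and no other pair exceeded 0.6355. With the second ear, YZU147 was nearly as close to parental line T209 (0.5525) as to T210 (0.5571). The 4 lines can be arranged in 2 pairs in 3 ways. Pairing YZU147 with parental line T210 and YZU191 with parental line T209 gave a mean r of 0.744, pairing YZU147 with parental line T209 and YZU191 with parental line T210 gave 0.610, and pairing the 2 YZU lines and the 2 parents gave 0.554. The first of these pairings was also the highest with the first ear alone (0.737, against 0.557 and 0.539) and with the second ear alone (0.600, against 0.523 and 0.450). Scaling each gene within its line moved the first value most, to 0.922. These are the names of the labels. In the column names of Fig. 7, matched to the libraries by the colours, the first pairing is that of YZU191 with DH1M and of YZU147 with T877, the lines the paper describes as alike in filling dynamics. From the shared profiles of genotypes with alike filling dynamics (Fig. 7), the paper proposes that expression changes of the 8 genes are tied to the filling of the seed.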

**Fig. 7:**
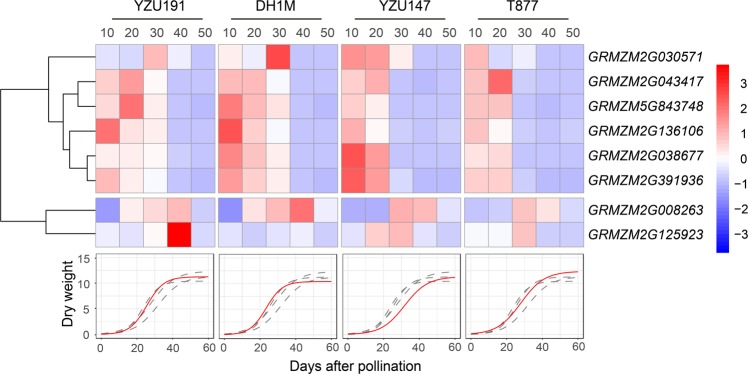
Expression levels of eight related genes in different seed-filling phases of the two parents and RILs. Red color represents relatively higher expression levels and blue color represents relatively lower levels. Red curves represent seed-filling processes of individual inbred lines. Genotypes with similar seed-filling trajectories shared similar expression profiles across different genes

Interestingly, two of the eight genes (*GRMZM2G391936* and *GRMZM2G008263*) are associated with the starch and sucrose metabolism. *GRMZM2G391936* (*agpllzm*) encodes a leaf large subunit of ADP-glucose pyrophosphorylase (AGPase). 

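The deposited table lists this gene as GRMZM2G391936. The RefSeq gene table for the assembly Zm-B73-REFERENCE-NAM-5.0 gives that name as a synonym of the protein-coding gene LOC100101531. No coordinates are given, because the build behind the deposited values is not named. Across the 40 seed libraries its expression had a median of 2.10 FPKM and a maximum of 14.1 FPKM, and it was listed at 0 in 1 library, of parental line T209 at 50 DAP. Its mean at 10 DAP was above that of 80.0% of the 43394 genes tested, and its mean at 40 DAP above that of 18.1%.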

AGPase is a rate-limiting enzyme (Georgelis et al. 2009) and catalyzes the reaction of glucose-1-phosphate (Glc-1-P) and adenosine triphosphate to produce ADP glucose (ADPGlc) and inorganic pyrophosphate, where ADPGlc formation is an important metabolic control point (Huang et al. 2014). The yield of several starch-producing crops can be increased by altered AGPase activity (Smidansky et al. 2007; Hannah et al. 2012; Tuncel and Okita 2013). Although *GRMZM2G391936* usually has a higher expression level in leaves, some studies showed that this gene was present in maize endosperm after pollination (Davidson et al. 2011; Huang et al. 2014). It has been reported that starch content of homozygous *agpllzm-Ds1* mutant endosperm in maize had a statistically significant reduction when compared with the starch content of wild-type kernels at 20 DAP (Huang et al. 2014). 

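GRMZM2G008263 is listed under that name in the deposited table, and the RefSeq gene table for Zm-B73-REFERENCE-NAM-5.0 gives GBSSIIa and GRMZM2G008263 as synonyms of the protein-coding gene LOC100125638. Between 2.48 and 27.7 FPKM were found in the 40 seed libraries, with a median of 15.8 FPKM. Among the 43394 genes tested, its mean exceeded that of 79.6% at 10 DAP, 92.0% at 30 DAP, and 91.9% at 40 DAP.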

*GRMZM2G008263* (*GBSSIIa*) encodes a granule bound starch synthase that is localized exclusively within the starch granule and is responsible for amylose biosynthesis. *GBSSIIa* also plays a role in the elongation of long chains in amylopectin (Grimaud et al. 2008). The activity of GBSS was significantly and positively correlated with the accumulation rate of starch and its components in maize lines, especially the amylose accumulation rate (Zhang et al. 2008). Therefore, mutation of *GBSSIIa* could result in changes in GBSS activity, greatly influencing amylose accumulation. AGPase catalyzes Glc-1-P to produce ADPGlc, and ADPGlc is an acting substrate of GBSS, indicating that *GRMZM2G008263* plays a role after *GRMZM2G391936* in the starch biosynthesis pathway. In consistent with this, we observed that upregulation of *GRMZM2G391936* occurred before that of *GRMZM2G008263*, and that the enhanced expression of *GRMZM2G008263* lasted until 40 DAP, which was longer than *GRMZM2G391936*. 

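GRMZM2G391936 had its highest mean at 10 DAP, the first DAP sampled, in each of the 4 lines, at 7.27 ± 1.03 FPKM (SD, n = 2) in the libraries labelled YZU147, 12.3 ± 2.49 in those labelled YZU191, 5.99 ± 0.165 in parental line T209, and 8.61 ± 0.603 in parental line T210. Averaged over the lines, it fell by 0.38 on the log2(FPKM + 1) scale from 10 to 20 DAP (adjusted p = 0.0126 from limma), by 1.13 from 20 to 30 DAP (adjusted p = 4.59e-08), and by 1.40 from 30 to 40 DAP (adjusted p = 1.36e-09). The change from 10 to 20 DAP was -0.15 when the libraries were rescaled by their median ratio (adjusted p = 0.374 from limma). With a pseudocount of 0.1 it was -0.42 (adjusted p = 0.141 from limma). In parental line T209 the mean at 20 DAP was 5.86 ± 0.0739 FPKM (SD, n = 2), nearly that at 10 DAP. Rescaling divides the T209 libraries by 1.065 and 1.161 at 10 DAP and by 0.935 and 0.863 at 20 DAP. With rescaled libraries 20 DAP is thus the higher of these 2 DAP in T209. At 40 DAP the mean of GRMZM2G391936 lay between 0.0613 FPKM in parental line T209 and 0.452 FPKM in the libraries labelled YZU147. GRMZM2G008263 was lowest at 10 DAP in each line and had its highest mean at 30 DAP in the libraries labelled YZU191 (22.1 ± 7.07 FPKM, SD, n = 2) and in parental line T209 (20.3 ± 4.45), and at 40 DAP in the libraries labelled YZU147 (21.4 ± 3.08) and in parental line T210 (27.2 ± 0.718). GRMZM2G008263 rose by 0.54 from 10 to 20 DAP, which did not pass the threshold (adjusted p = 0.0844 from limma). With rescaled libraries this rise was 0.77 and passed it (adjusted p = 0.00909 from limma). Over the 16 fits that each left out 1 library of these DAP, it lay between 0.25 and 0.83 and passed in 2. From 20 to 30 DAP the gene rose by 0.67 (adjusted p = 0.0319 from limma). The change from 30 to 40 DAP was 0.10 (adjusted p = 0.798 from limma), and the gene fell by 0.73 from 40 to 50 DAP (adjusted p = 0.0219). The rise from 20 to 30 DAP depended on single libraries, since the adjusted p from limma was 0.05 or more in 8 of the 16 fits that each left out 1 library of these DAP. In all 4 lines the highest mean of GRMZM2G391936 came before that of GRMZM2G008263, also with rescaled libraries and in the 40 analyses that each left out 1 library.

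**Figure D2:**
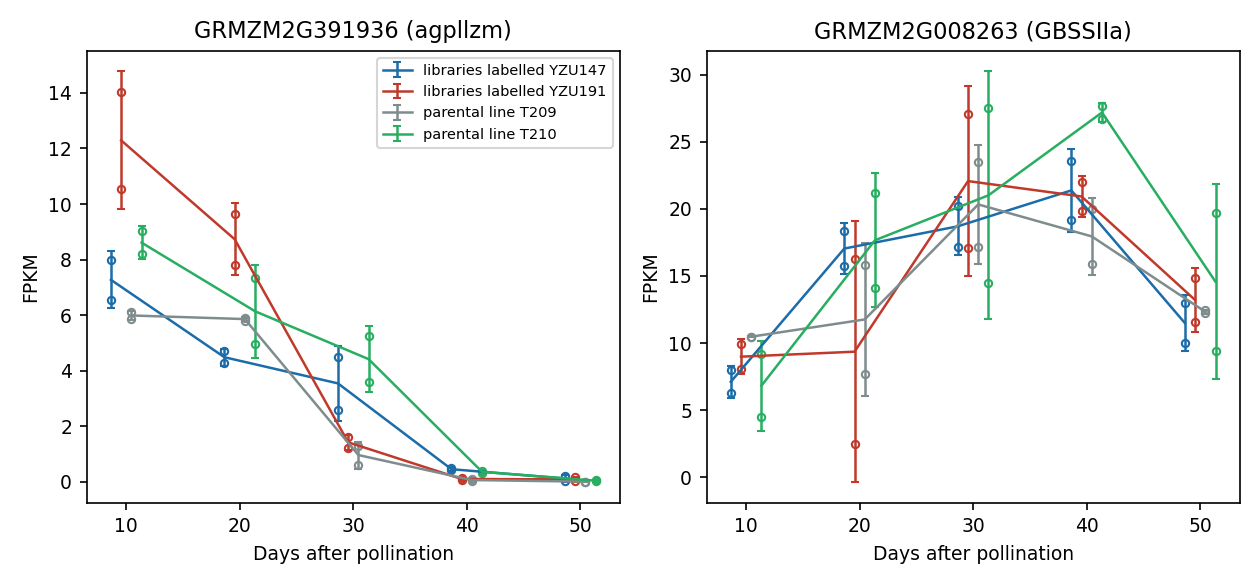
FPKM of GRMZM2G391936 (left) and GRMZM2G008263 (right) against days after pollination in the libraries of the 4 lines; open circles are the 2 ears of a group, lines join their means, and bars are SD (n = 2). The points of a DAP are set apart sideways to be seen. GRMZM2G391936 is highest at 10 DAP in each line, and GRMZM2G008263 at 30 or 40 DAP.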

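Averaged over the 5 DAP, GRMZM2G391936 did not differ between the libraries labelled YZU191 and those labelled YZU147 (log2 difference 0.04, standard error 0.10, adjusted p = 0.848 from limma), and neither did GRMZM2G008263 (-0.11, standard error 0.22, adjusted p = 0.764 from limma). An exact permutation test that exchanged the 2 lines only within each DAP, two-sided over 7776 arrangements, gave p = 0.848 for GRMZM2G391936 and p = 0.9 for GRMZM2G008263. With a pseudocount of 0.1, which moved GRMZM2G391936 most, its difference was -0.24 (adjusted p = 0.422 from limma). The sign for GRMZM2G391936 changed along filling. It was higher in the libraries labelled YZU191 by 0.68 at 10 DAP (adjusted p = 0.0979 from limma) and 0.82 at 20 DAP (adjusted p = 0.0338), and the difference was -0.88 at 30 DAP (adjusted p = 0.012). Adjusted over the 8 genes alone, these p-values were 0.0269 at 10 DAP, 0.00661 at 20 DAP, and 0.00142 at 30 DAP. With a pseudocount of 0.1 neither 20 DAP (0.94, adjusted p = 0.212 from limma) nor 30 DAP (-1.22, adjusted p = 0.067) passed the threshold, while 40 DAP did (-1.48, adjusted p = 0.024). With only the 20 libraries of the 2 lines in the model, the adjusted p at 20 DAP was 0.0659. When single libraries were left out, the difference lay between 0.68 and 0.96 at 20 DAP and between -1.19 and -0.57 at 30 DAP. The difference at early filling exceeded that at mid filling by 1.39 (adjusted p = 0.000599 from limma). For GRMZM2G008263 no DAP had an adjusted p under 0.05 over all genes. Its largest difference was -1.22 at 20 DAP (adjusted p = 0.135 from limma, and 0.0296 over the 8 genes alone), where the 2 ears of the libraries labelled YZU191 lie far apart, and it was -0.06 without the ear with the lower value and -2.37 without the other ear. Between the parents, GRMZM2G391936 was lower in parental line T209 than in parental line T210 (log2 difference -0.47, standard error 0.10, adjusted p = 0.000723 from limma, exact permutation p = 0.00334), and GRMZM2G008263 did not differ (-0.14, standard error 0.22, adjusted p = 0.647 from limma). Since the columns of Fig. 7 carry the 2 YZU names the other way round than the labels, the sign of each difference between these lines holds for the labels only.

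**Figure D3:**
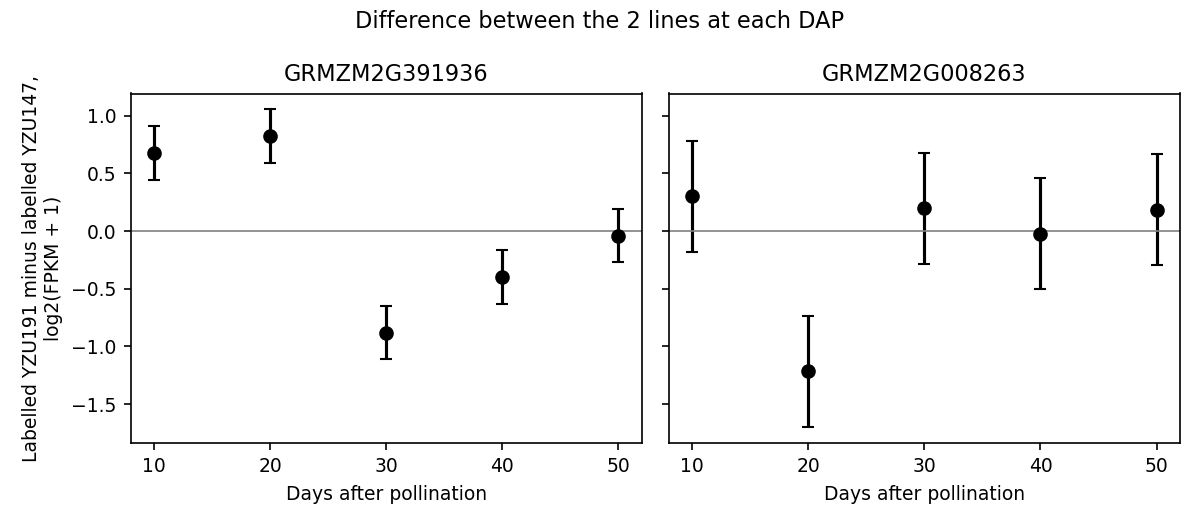
Difference between the libraries labelled YZU191 and those labelled YZU147 on the log2(FPKM + 1) scale (y axis) at each DAP (x axis) for GRMZM2G391936 (left) and GRMZM2G008263 (right); points are limma estimates from 2 against 2 libraries and bars are standard errors. GRMZM2G391936 lies above 0 at 10 and 20 DAP and below 0 at 30 DAP.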

The inbred lines (YZU191 and DH1M) with a higher filling rate exhibited a higher expression level of both *GRMZM2G008263* and *GRMZM2G391936* when compared with the inbred lines (YZU147 and T877) with a lower filling rate. These observations suggest an important role of the two genes in seed filling. 

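Over all genes, 9736 of the 43394 tested, or 22.4%, differed between the libraries labelled YZU191 and YZU147 when averaged over the 5 DAP (adjusted p under 0.05 from limma), 5134 of them higher and 4602 lower in those labelled YZU191. Of the 40 genes from the GO and KEGG analyses, 17 differed, 2 higher and 15 lower in the libraries labelled YZU191, and the number was also 17 when p-values were adjusted over the 40 genes alone. The 17 included GRMZM2G043417 (log2 difference -0.79, standard error 0.20, adjusted p = 0.00472 from limma) and GRMZM5G843748 (-0.61, standard error 0.20, adjusted p = 0.0272 from limma), and neither of the 2 starch genes. The difference of GRMZM2G043417 came from 30 DAP, where it was -3.68 (adjusted p = 3.9e-06 from limma), and it lay between -0.20 and 0.05 at the other 4 DAP. That of GRMZM5G843748 was -2.15 at 30 DAP (adjusted p = 0.00152 from limma), and no other DAP passed the threshold over all genes. At 20 DAP it was -1.27 (adjusted p = 0.0874 from limma, and 0.0183 over the 8 genes alone). The exact permutation test within DAP gave an adjusted p of 0.444 for each of GRMZM2G043417 and GRMZM5G843748 over the 8 genes. A difference mainly from a single DAP keeps its full size in many arrangements, so this test can hardly decide on it. With a pseudocount of 0.1 the adjusted p of GRMZM5G843748 from limma was 0.0731. When each of the 20 libraries was left out, the difference of GRMZM5G843748 lay between -0.74 and -0.48. It fell short of the threshold in 7 of these 20 fits. The paper's criteria for its pools, a Bonferroni-adjusted p under 0.05 and an absolute log2 difference above 2, moved the number of all genes most, to 195. Between the parents, 17376 genes differed, 10046 higher and 7330 lower in parental line T209. With rescaled libraries 8801 were higher and 8248 lower, and under the paper's criteria 124 were higher and 252 lower.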

Notably, despite we only focused on SNPs in QTL regions, it was still possible that there were linkage blocks. If the causal variant is linked to a gene(s) that has *cis*-controlled expression variation in the parents, and also likely SNPs, this linked gene(s) would still be classified as significant by this assay. 

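All 8 genes changed between early and mid filling in the direction of their cluster with an adjusted p under 0.05 from limma, and this number was 8 in each of the 32 fits that left out 1 library. It was 7 when 30 DAP alone was taken as mid filling. The clusters and these changes come from the same libraries, so the number is no separate test of the clusters. Among all 43394 genes tested, 26813 or 61.8% changed between early and mid filling with an adjusted p under 0.05 from limma. At early filling 13407 of them were higher and 13406 lower. With rescaled libraries 12736 were higher and 14162 lower.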

In this study, we further verified these candidate genes by the change of expression levels during the filling process. Two of these candidate genes were well known for playing roles in seed filling, which supported our conclusion that the logistic model-based approach can efficiently identify genetic loci that regulate dynamic developmental traits. In addition, due to feedback regulation and post-translational modifications, some potential candidate genes could have no difference in transcriptional level (Schlötterer et al. 2014). Therefore, some potential candidate genes are still unable to be detected in this study. Other methods would be needed to mine these potential candidate genes.

### Summary

Seed filling is a vital process of seed development. Seed-filling rate and duration determine the yield of grain crops, and an efficient and rapid filling process is crucial to achieve high yield. Understanding the genetic factors underlying seed filling will facilitate breeding for optimal filling rate and duration. Seed development follows a sigmoid growth curve, with each phase contributing to the final seed size. Traditional studies have been focused on the linear phase of the seed development and thus failed to capture the dynamic developing features of the filling process. In this study, we employed a logistic function-based approach to model the seed-filling dynamics and applied genetic and genomic tools to search for genetic factors that are associated with the seed-filling process in maize. QTL mapping in an RIL population coupled with bulked segregant RNA-seq analysis allowed for identifying multiple QTL loci and associated genes, including two genes well known for playing roles in seed filling. This study validates our hypothesis that the logistic model-based approach can efficiently identify genetic loci that regulate dynamic developmental traits.

### Data archiving

Seed-filling characteristic parameters of RIL in three environments and genotypic data, as well as the RNA-seq FPKM data sets are available from Figshare (10.6084/m9.figshare.7588547). The raw fastq files were deposited in the Gene Expression Omnibus: accession number GSE130930.

## Supplementary information

Supplemental Material

# Supplementary material for: Genetic and genomic analysis of the seed-filling process in maize based on a logistic model
**Source:** Heredity (Edinb). 2019 Jul 29;124(1):122–34. doi: 10.1038/s41437-019-0251-x
**Supplement:** Supplementary file 1 — Supplemental Material

**Supplementary figures**

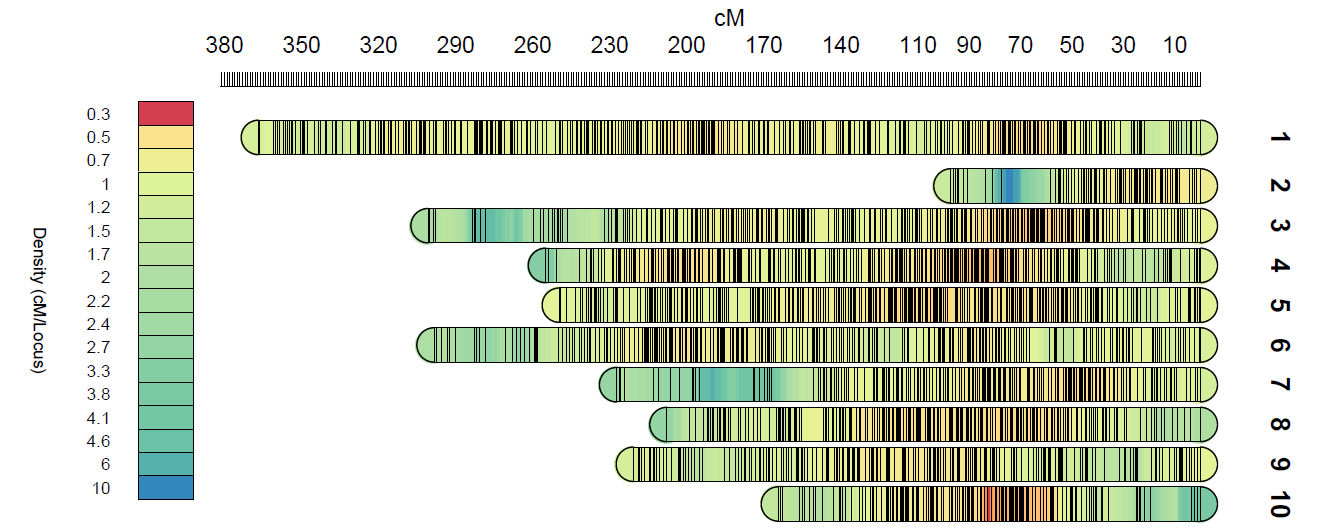

**Figure S1** A high-density genetic linkage map with 3,227 bin markers.

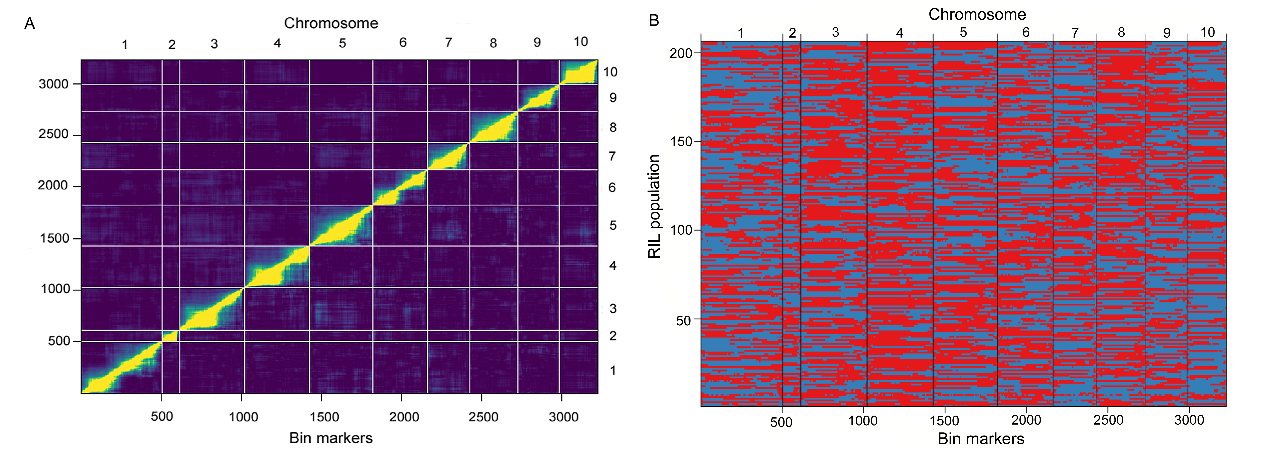

**Figure S2** A heatmap of the linkage and recombination relationship between bin markers and a grid for the haplotypes of the RIL population. (A): Upper left is estimated recombination fractions and lower right is LOD scores for all pairs of markers. Brighter color indicated stronger linkage. (B): Red fragment represents genotype of parent T877, and blue fragment represents genotype of parent DH1M.

**Supplementary tables**

| **Table S1 Phenotypes of RIL population across three environments.** | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Parameters | Environments | DH1M | T877 | RIL population | | | | | | | |
|  |  |  |  | Mean | SD | Maximum | Minimum | Skewness | Kurtosis | CV(%) | Heritability (%) |
| *k* | 2015 Nantong | 8.459 | 11.435 | 9.135 | 2.893 | 18.971 | 4.065 | 0.843 | 0.512 | 31.67 | 78.44 |
|  | 2016 Yangzhou | 8.774 | 10.267 | 8.524 | 2.966 | 18.700 | 2.447 | 0.891 | 1.092 | 34.80 |  |
|  | 2017 Sanya | 15.196 | 17.466 | 15.585 | 2.081 | 22.289 | 10.850 | 0.121 | 0.053 | 13.35 |  |
| *b* | 2015 Nantong | 0.195 | 0.140 | 0.211 | 0.095 | 0.833 | 0.080 | 2.83 | 13.324 | 45.11 | 69.26 |
|  | 2016 Yangzhou | 0.238 | 0.175 | 0.173 | 0.074 | 0.574 | 0.069 | 1.966 | 6.518 | 42.65 |  |
|  | 2017 Sanya | 0.144 | 0.112 | 0.135 | 0.027 | 0.243 | 0.056 | 0.787 | 2.333 | 19.97 |  |
| *lna/b* | 2015 Nantong | 24.350 | 31.878 | 25.923 | 4.633 | 37.366 | 15.153 | 0.429 | -0.047 | 17.87 | 75.37 |
|  | 2016 Yangzhou | 26.164 | 30.137 | 29.969 | 5.849 | 47.734 | 15.445 | 0.686 | 0.222 | 19.52 |  |
|  | 2017 Sanya | 30.941 | 36.720 | 31.689 | 3.019 | 50.465 | 25.415 | 1.872 | 8.93 | 9.53 |  |
| *t_1_* | 2015 Nantong | 17.591 | 22.486 | 18.776 | 3.361 | 26.207 | 8.962 | 0.134 | -0.221 | 17.90 | 79.33 |
|  | 2016 Yangzhou | 20.620 | 22.632 | 21.227 | 3.945 | 34.671 | 11.458 | 0.657 | 0.78 | 18.59 |  |
|  | 2017 Sanya | 21.792 | 25.000 | 21.548 | 2.278 | 30.050 | 16.298 | 0.485 | 1.133 | 10.57 |  |
| *t_2_* | 2015 Nantong | 31.109 | 41.269 | 33.071 | 6.596 | 51.530 | 19.481 | 0.57 | 0.338 | 19.95 | 72.64 |
|  | 2016 Yangzhou | 31.708 | 37.642 | 38.710 | 8.535 | 61.799 | 19.432 | 0.682 | 0.022 | 22.05 |  |
|  | 2017 Sanya | 40.090 | 48.440 | 41.830 | 4.732 | 73.973 | 32.192 | 2.311 | 12.5 | 11.31 |  |
| *t_3_* | 2015 Nantong | 47.934 | 64.647 | 50.862 | 12.248 | 92.413 | 24.906 | 0.629 | 0.664 | 24.08 | 70.57 |
|  | 2016 Yangzhou | 45.508 | 56.323 | 60.470 | 15.995 | 109.431 | 29.357 | 0.675 | 0.059 | 26.45 |  |
|  | 2017 Sanya | 62.864 | 77.613 | 67.073 | 9.804 | 132.488 | 46.610 | 2.197 | 11.658 | 14.62 |  |
| *w_1_* | 2015 Nantong | 1.788 | 2.417 | 1.931 | 0.611 | 4.009 | 0.859 | 0.843 | 0.512 | 31.67 | 78.44 |
|  | 2016 Yangzhou | 1.854 | 2.170 | 1.801 | 0.627 | 3.952 | 0.517 | 0.891 | 1.092 | 34.80 |  |
|  | 2017 Sanya | 3.211 | 3.691 | 3.293 | 0.440 | 4.710 | 2.293 | 0.121 | 0.053 | 13.35 |  |
| *w_2_* | 2015 Nantong | 4.884 | 6.602 | 5.274 | 1.670 | 10.953 | 2.347 | 0.843 | 0.512 | 31.67 | 78.44 |
|  | 2016 Yangzhou | 5.066 | 5.928 | 4.921 | 1.712 | 10.796 | 1.413 | 0.891 | 1.092 | 34.80 |  |
|  | 2017 Sanya | 8.773 | 10.084 | 8.998 | 1.201 | 12.868 | 6.264 | 0.121 | 0.053 | 13.35 |  |
| *w_3_* | 2015 Nantong | 1.703 | 2.302 | 1.839 | 0.583 | 3.819 | 0.818 | 0.843 | 0.512 | 31.67 | 78.44 |
|  | 2016 Yangzhou | 1.767 | 2.067 | 1.716 | 0.597 | 3.765 | 0.493 | 0.891 | 1.092 | 34.80 |  |
|  | 2017 Sanya | 3.059 | 3.516 | 3.138 | 0.419 | 4.487 | 2.184 | 0.121 | 0.053 | 13.35 |  |
| ** | 2015 Nantong | 0.275 | 0.267 | 0.300 | 0.105 | 0.912 | 0.121 | 1.79 | 7.225 | 34.90 | 69.4 |
|  | 2016 Yangzhou | 0.347 | 0.300 | 0.228 | 0.080 | 0.621 | 0.076 | 1.595 | 4.957 | 35.10 |  |
|  | 2017 Sanya | 0.365 | 0.327 | 0.349 | 0.076 | 0.631 | 0.163 | 0.63 | 1.341 | 21.77 |  |
| *T* | 2015 Nantong | 30.794 | 42.788 | 32.563 | 11.106 | 75.084 | 7.204 | 0.585 | 0.953 | 34.11 | 73.12 |
|  | 2016 Yangzhou | 25.258 | 34.193 | 39.827 | 14.403 | 87.179 | 10.456 | 0.65 | 0.302 | 36.16 |  |
|  | 2017 Sanya | 41.684 | 53.395 | 46.202 | 9.858 | 107.100 | 24.675 | 1.779 | 8.582 | 21.34 |  |
| *v_max_* | 2015 Nantong | 0.412 | 0.401 | 0.450 | 0.157 | 1.368 | 0.182 | 1.79 | 7.225 | 34.90 | 73.12 |
|  | 2016 Yangzhou | 0.521 | 0.450 | 0.342 | 0.120 | 0.932 | 0.114 | 1.595 | 4.957 | 35.10 |  |
|  | 2017 Sanya | 0.547 | 0.491 | 0.524 | 0.114 | 0.947 | 0.245 | 0.63 | 1.341 | 21.77 |  |

| **Table S2 Summary statistics of the genetic linkage map for the RIL population in this study.** | | | | |
| --- | --- | --- | --- | --- |
| Chromosome | Number of bins | Chromosome size (cM) | Average gap (cM) | Maximum gap (cM) |
| 1 | 503 | 373.06 | 0.743 | 10.74 |
| 2 | 111 | 102.29 | 0.93 | 23.02 |
| 3 | 406 | 311.63 | 0.769 | 22.22 |
| 4 | 406 | 259.27 | 0.64 | 9.61 |
| 5 | 397 | 253.16 | 0.639 | 5.65 |
| 6 | 340 | 305.06 | 0.9 | 8.44 |
| 7 | 264 | 238.37 | 0.906 | 25.39 |
| 8 | 301 | 212.06 | 0.707 | 9.59 |
| 9 | 258 | 225.12 | 0.876 | 9.02 |
| 10 | 241 | 170.28 | 0.71 | 18.61 |
| Total | 3227 | 2450.31 | 0.762 | 25.39 |

| **Table S3 The summary of detected QTLs in different environments**. | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Characteristic parameter | | No. of QTLs | | | | | PVE(%) | | |
|  |  | 2015 Nantong | 2016 Yangzhou | 2017 Sanya | Average | Total  (non-redundant) | Mean | Minimum | Maximum |
| associated with dry weight | *k* | 4 | 2 | 1 | 3 | 10 | 5.54 | 1.94 | 16.27 |
|  | *w_1_* | 4 | 3 | 1 | 3 | 11 | 5.60 | 2.11 | 16.27 |
|  | *w_2_* | 4 | 3 | 1 | 2 | 9 | 5.65 | 1.94 | 14.48 |
|  | *w_3_* | 4 | 3 | 1 | 3 | 10 | 5.23 | 1.54 | 16.27 |
|  | Total  (non-redundant) | 5 | 3 | 1 | 4 | 12 | 5.46 | 1.54 | 16.27 |
| associated with filling duration | *lna/b* | 5 | 7 | 2 | 5 | 19 | 4.89 | 1.25 | 10.42 |
|  | *t_1_* | 4 | 3 | 2 | 4 | 12 | 6.26 | 1.46 | 18.55 |
|  | *t_2_* | 3 | 8 | 3 | 1 | 14 | 6.29 | 1.57 | 11.95 |
|  | *t_3_* | 4 | 4 | 4 | 0 | 12 | 5.10 | 1.49 | 9.46 |
|  | *T* | 4 | 7 | 4 | 0 | 15 | 5.49 | 3.12 | 9.10 |
|  | Total  (non-redundant) | 15 | 23 | 14 | 10 | 60 | 5.57 | 1.25 | 18.55 |
| associated with filling rate | *b* | 2 | 2 | 6 | 0 | 10 | 5.88 | 1.86 | 11.44 |
|  |  | 2 | 4 | 4 | 5 | 15 | 4.59 | 1.09 | 9.29 |
|  | *v_max_* | 2 | 4 | 4 | 5 | 15 | 4.59 | 1.09 | 9.29 |
|  | Total  (non-redundant) | 4 | 6 | 8 | 5 | 23 | 5.02 | 1.09 | 11.44 |
| Total(non-redundant) | | 22 | 29 | 23 | 19 | 90 | 5.39 | 1.09 | 18.55 |

How the deposited data were processed for this re-analysis (not part of the article)

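The data were FPKM values from RNA sequencing of maize kernels of 4 inbred lines at 5 times from 10 to 50 DAP, with 2 ears as biological repeats in each of the 20 groups of line and DAP. The line, DAP, and repeat of each of the 40 libraries were taken from the labels of the libraries and the paper's methods. The number in a label was matched to YZU147 and YZU191, the only lines of the paper with these numbers. The parents are T209 and T210 in the labels, and no contrast depends on which of them is DH1M or T877. The 2 names are set beside the labels only where columns of Fig. 7 are compared with the libraries. No column of the deposited table was left out.

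The authors calculated FPKM from the length of the genes and the read counts and deposited one table with a row per gene and a column per library. The paper's text does not name the aligner, the genome build, the annotation, or the program that gave the FPKM values of this experiment. The table holds assembled loci beside named genes, so reads may be divided between an assembled locus and a named gene that overlap. Near-identical genes share reads in the same way, and no check of this could be made from FPKM. Column totals between 544588 and 683241 are not depths. Where the authors counted whole reads, the FPKM of a gene rises in steps of 1 read, so the most frequent ratio of low values (under 1 FPKM) between 2 libraries gives the inverse ratio of their depths. One depth per library, relative to the median library, was fitted to these ratios, and all 780 pairs of libraries lay within 0.02 of the fit on the natural log scale. Relative depth ranged from 0.612 to 2.30. The number of reads is unknown, so no interval or smallest detectable value is given. The libraries with the lowest relative depth give the least certain values for genes near 0 FPKM.

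Expression was analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3. One model with a mean for each of the 20 groups was fitted to all 40 libraries, with empirical Bayes moderation and a trend on the mean (lmFit, contrasts.fit, eBayes). Genes with at least 1 FPKM in at least 2 libraries were tested, together with the 40 genes that the paper took from its GO and KEGG analyses, which made 43394 genes. Contrasts were the difference between YZU191 and YZU147 and between the parents, each averaged over the 5 DAP, the difference at each DAP, the difference between early (10 and 20 DAP) and mid (30 and 40 DAP) filling, the change of the line difference between early and mid filling, and the steps between successive DAP. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested and over the 8 genes. Differences between lines were also tested for the 8 genes by exact permutation within DAP over 7776 arrangements. The smallest p these can give is 0.000257, for a difference that parts the lines at every DAP. The limma analysis was tested on simulated data made from the means and residual standard deviations of 43394 genes, with 200 of the more highly expressed genes changed by known amounts. It recovered 96.0% of them for the line contrast and 98.0% for the parent contrast, and 6.34% and 7.11% of the calls were unchanged genes. The planted changes held at every DAP and were larger than any line or parent difference of the 8 genes averaged over the 5 DAP. The recovery thus does not carry over to smaller differences, to differences from a single DAP, or to genes with low FPKM.

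Of the 40 genes, GRMZM2G089713 and GRMZM5G875238 were found in the table under the symbols SH-1 and SPS by means of the synonyms in the RefSeq gene table for Zm-B73-REFERENCE-NAM-5.0, which was used for names only. The rest were listed under their GRMZM names. The genes named in the text are the 8 genes named by the paper, and, from all genes, the 3 with the largest log2 difference in each direction among those with an adjusted p under 0.05 between YZU191 and YZU147 whose 2 libraries of one line were both above the 2 of the other at every DAP. Assembled loci among them are given without their identifiers. The other 32 of the 40 genes are given as counts, except GRMZM2G044947, GRMZM2G001696, and GRMZM2G149295, which were chosen for naming after their values were seen.

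Clustering and the similarity between lines used the mean FPKM of each group, scaled per gene. Whole profiles were compared by Spearman's rho between group means of log2(FPKM + 1) over all genes tested. The numbering of the ears as 1 and 2 comes from the labels, and the paper describes no link between ears of the same number, so the number was not a term of the model. The colours of the heat map in Fig. 7 were read from the picture against its colour bar. In one test, the log2 relative depth of each library was a term of the model. Alternatives were a pseudocount of 0.1, no filter on low values, rescaling of the libraries by the median ratio to their geometric mean over the 11635 genes above 1 FPKM in all libraries, the ear number as a block, a fit to the 20 libraries of the compared lines only, eBayes without a trend, the criteria of the paper's pools, 30 DAP alone as mid filling, other ways of clustering and of comparing profiles, and leaving out each library in turn. The seed dry weights, the QTL mapping, and the pools of RILs were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9 was used for the depth, the heat map, and the figures.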

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

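The tests on the scaling of the libraries and, apart from that of mean depth, on depth in this part were chosen only after the results had been seen, and the other tests were written down before.

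The difference between the libraries labelled YZU191 and YZU147 changed between early and mid filling in 5 of the 8 genes, among 16 tests of this kind for the 2 YZU lines and the parents. The change was 3.24 on the log2 scale for GRMZM2G030571 (adjusted p = 0.00407 from limma), 2.90 for GRMZM2G038677 (adjusted p = 0.000394), 1.96 for GRMZM2G125923 (adjusted p = 0.0021), 1.81 for GRMZM2G043417 (adjusted p = 0.0162), and 1.39 for GRMZM2G391936 (adjusted p = 0.000599). Early minus mid filling was thus higher in the libraries labelled YZU191 than in those labelled YZU147 for each of these 5 genes, from 8 libraries per line. After rescaling of the libraries by their median ratio, 5 of the 5 genes had an adjusted p under 0.05. When each of the 16 libraries was left out in turn, 4 of the 5 genes had an adjusted p under 0.05 in every fit, and GRMZM2G043417 had it in 15 of 16 fits, with 0.0589 as the largest. Over these fits the change of GRMZM2G043417 lay between 1.32 and 2.29, so its sign did not depend on a single library, while its adjusted p lay near the threshold. With a pseudocount of 0.1 its adjusted p was 0.0781, and it lay between 0.0165 and 0.0781 over its alternatives. Mean relative depth from 10 to 40 DAP differed by 0.177 between the 2 lines, with an SD between libraries of 0.250 in YZU147 and 0.180 in YZU191. This mean does not address a change between early and mid filling. Mean relative depth fell from early to mid filling by 0.285 in YZU147 (standard error 0.151) and by 0.226 in YZU191 (standard error 0.102), from 8 libraries each. The 2 falls differed by 0.0588 (standard error 0.182). This standard error is too large beside the falls to exclude a change of depth in one line as an explanation. With the log2 relative depth of each library as a term of the model, 5 of the 5 genes kept their sign and an adjusted p under 0.05, but the term hardly moved the estimates and so adds nothing on depth. A lag in development between the lines was tested over all 43394 genes, which are not independent. The difference between the lines at 30 DAP had Pearson's r = 0.58 with the change from 20 to 40 DAP in the parents, against r between -0.0392 and 0.127 at the other 4 DAP. A candidate explanation for GRMZM2G043417, which differed by -3.68 at 30 DAP and little at the other DAP, is that the libraries labelled YZU191 were ahead in development at that DAP. GRMZM2G038677 and GRMZM2G391936 also differed downward at 30 DAP, by -2.22 and -0.88, but more of their change came from other DAP. They were higher in the libraries labelled YZU191 at 10 DAP (1.42 and 0.68) and 20 DAP (0.95 and 0.82), which goes against a head start for genes that fall during filling. The changes of GRMZM2G125923 (-3.58 at 40 DAP) and GRMZM2G030571 (1.85 at 10 DAP, 1.88 at 20 DAP, and -1.89 at 40 DAP) came mostly from other DAP. For GRMZM2G030571 none of these passed the threshold over all genes (adjusted p = 0.122, 0.0925, and 0.0604 from limma). At 20 DAP its 2 ears labelled YZU191 had 3.82 and 41.1 FPKM. At the DAP other than 30 DAP, r over all genes lay between -0.0392 and 0.127. The change from 20 to 40 DAP is centred on 30 DAP, so a low r at the other DAP cannot decide on a lag there. The highest means of these 2 genes came earlier in the libraries labelled YZU191 than in those labelled YZU147. They were at 30 against 40 DAP for GRMZM2G125923 and at 10 against 30 DAP for GRMZM2G030571. This is the order such a head start would give, so timing remains open for both genes. The difference between parental lines T209 and T210 was set against the change from 20 to 40 DAP in other libraries, those of the 2 YZU lines. At 30 DAP it had r = 0.289. A weaker relation of the same sign was thus found between the parents.

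Between the parents, the difference in GRMZM2G125923 changed by 1.24 between early and mid filling (adjusted p = 0.0371 from limma, 8 libraries per parent). The adjusted p was 0.0275 after rescaling. It reached 0.0936 when single libraries were left out and was under 0.05 in 5 of 16 fits, while the change itself lay between 1.06 and 1.41. The adjusted p was 0.0121 with a pseudocount of 0.1 and 0.0472 with no filter on low values, the ends of its range over the alternatives. The result thus lies near the threshold, and no single library accounts for its sign. Adjusted over the 8 genes alone, GRMZM2G043417 (1.23, adjusted p = 0.0287 from limma), GRMZM2G391936 (0.66, adjusted p = 0.0287), and GRMZM5G843748 (1.07, adjusted p = 0.0465) also passed. Over all genes their adjusted p-values from limma were 0.0836, 0.0736, and 0.133. That of GRMZM2G391936 over all genes was 0.0302 with a pseudocount of 0.1.

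Outside the 40 genes that the paper took from its GO and KEGG analyses, 9719 genes differed between the libraries labelled YZU191 and YZU147, 5132 higher and 4587 lower. The paper does not report their expression in these libraries. The median-ratio rescaling gave 9778 genes, and 9274 differed under both scalings. Of 60 ways of splitting the 20 libraries within DAP that part all ears of the same number, 1 gave as many genes, the labelled one. The next largest count was 7494, from a split that grouped 4 of 5 DAP as labelled, and the 40 splits that keep some ears of the same number together gave at most 4097. A share of the difference could come from loci that only one line carries or that its reads alone assembled. Assembled loci made up 51.8% of the 251 genes with an adjusted p under 0.05 and an absolute log2 difference above 2, and 39.3% of the genes tested. That explanation remains for a part of the large differences. A difference in genotype is a hypothesis for the others.

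Between the parents 17352 genes outside the 40 differed, and 17025 after rescaling. Of 60 splits made in the same way, 1 gave as many genes, the labelled one. The next largest count was 11577, and the 40 other splits gave at most 9625. Whether loci carried by one parent add to this number was not tested.

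Between early and mid filling 26780 genes outside the 40 differed, and 26866 after rescaling. When the DAP from 10 to 40 were assigned anew within each line and ear number, 1 of 100 assignments gave as many genes, the labelled one, and the next largest count was 7670. A change with the development of the seed is a hypothesis for it.

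With 2 libraries per group, no single library was tested for lying far from the others of its group.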

How the results depend on the processing

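All alternatives in this part were chosen before the data were examined, and no test was chosen after a result had been seen. Where a result changed, the cause was not tested.

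With a pseudocount of 0.1 the difference of GRMZM2G391936 between the libraries labelled YZU191 and YZU147 became -0.24 (adjusted p = 0.422 from limma; between 0.422 and 0.995 over its alternatives), against 0.04. When each of the 20 libraries was left out in turn it lay between -0.026 and 0.098, with the other sign in 2 fits. The same difference lay between -0.34 and 0.12 for GRMZM2G008263, with the other sign in 1 fit, and between -0.13 and 0.50 for GRMZM2G030571, with the other sign in 1 fit. The change of GRMZM2G008263 from 30 to 40 DAP lay between -0.010 and 0.21 over 16 fits. None of these differences passed the threshold in any of these fits. With 30 DAP alone as mid filling, GRMZM2G030571 changed sign between early and mid filling, to -0.64 (adjusted p = 0.0724 from limma).

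The paper's criteria for its pools, a Bonferroni-adjusted p under 0.05 and an absolute log2 difference above 2, gave 195 genes between the libraries labelled YZU191 and YZU147 in place of 9736, 376 between the parents in place of 17376, 1779 between early and mid filling in place of 26813, and 1 of the 40 genes in place of 17. That gene, GRMZM2G044947, had a log2 difference of -2.02 and was chosen for naming after its values were seen. Under the other alternatives these counts stayed within 1.5 times the reported ones, and leaving out single libraries gave 8356 to 10582, 15760 to 17581, and 25930 to 27255 genes over 20, 20, and 32 fits, and 16 to 17 of the 40 genes over 20 fits.

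The similarity of the pairing of YZU147 with parental line T210 and YZU191 with parental line T209 moved from 0.744 to 0.886 with log2(FPKM + 1) and to 0.922 with genes scaled within each line. That of YZU147 with T209 and YZU191 with T210 moved from 0.610 to 0.666, 0.662, and, with rescaled libraries, 0.585, and lay between 0.566 and 0.634 over 40 fits without single libraries. That of the 2 YZU lines and the 2 parents moved from 0.554 to 0.682 and 0.653. The first pairing had the highest value under each of these alternatives. The mean shift in DAP of the best match of YZU147 against YZU191 moved from -6 to -4 with Pearson's r and to -2 over genes above 1 FPKM in all libraries.

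The ear number as a block gave 9721, 17316, and 26796 genes for the 3 comparisons, and the mean correlation of ears with the same number over pairs of groups was 0.00853 over 190 pairs. The clusters of the 8 genes were the same under each alternative, as was the order of the highest means of the 2 starch genes. Among the remaining values, 187 of 212 kept direction and side of the threshold or moved by less than the SD between ears, 14 fell below the threshold, 3 rose above it, 7 without a test moved, and 1 changed sign, which is GRMZM2G030571 above. Depth relative to the median library limits the values near 0 FPKM, such as those of GRMZM2G391936 at 40 and 50 DAP, where the pseudocount sets the size of a log2 difference.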

Differences from the paper's values

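No test was chosen for this part. The scaled expression of GRMZM2G391936 at 10 DAP was 2.34 in the libraries labelled YZU191, against the paper's value of about 1.0 in Fig. 7, read by eye. Of the alternatives set before the data were examined, scaling each gene within its line gave 1.38, which did not differ, while log2(FPKM + 1), rescaled libraries, and leaving out single libraries did. In the libraries labelled YZU147 it was 0.995, against the paper's value of about 2.5 in Fig. 7, read by eye, and none of these alternatives closed the gap. The scaled expression of GRMZM2G125923 at 40 DAP was -0.45 in the libraries labelled YZU191, against the paper's value of about 3.7 in Fig. 7, read by eye, and 3.74 in the libraries labelled YZU147, against the paper's value of about -0.4 in Fig. 7, read by eye. None of the alternatives set before the data were examined closed either gap. All 4 gaps closed when each column was compared with the libraries of the other YZU name, a comparison chosen after the values were seen, with 0.995 against the paper's value of about 1.0 in Fig. 7, read by eye, 2.34 against about 2.5, 3.74 against about 3.7, and -0.45 against about -0.4.

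The paper states that both starch genes were expressed more in YZU191 than in YZU147. Averaged over the DAP, the log2 difference between the libraries with these labels was 0.04 for GRMZM2G391936 and -0.11 for GRMZM2G008263, and neither passed the threshold. No alternative that was run passed it either. At single DAP, GRMZM2G391936 was higher in the libraries labelled YZU191 at 20 DAP (0.82, adjusted p = 0.0338 from limma) and lower at 30 DAP (-0.88, adjusted p = 0.012). The paper states the same direction for DH1M against T877. GRMZM2G391936 was lower in parental line T209 than in T210 (log2 difference -0.47, adjusted p = 0.000723 from limma), which is the paper's direction if T210 is DH1M, as the columns of Fig. 7 have it, and GRMZM2G008263 did not differ between the parents (-0.14, adjusted p = 0.647). The paper places GRMZM2G125923 among the genes that appeared to have more expression at mid filling. In parental line T209 the difference of this gene between early and mid filling was 0.46 (adjusted p = 0.169 from limma). The paper places GRMZM2G030571 among those expressed more at early filling, and in the libraries labelled YZU147 this difference was -1.17 (adjusted p = 0.0599 from limma).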

Other observations

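In this part, the tests of lists matched on expression level, of single ears, of abundant genes, and of the names in Fig. 7 were chosen only after the results were seen, and the test of lists matched on the change between early and mid filling was written down before.

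The columns of Fig. 7 and the labels give the 2 YZU lines opposite names. The lower of the 2 values of Pearson's r between the columns with one name and the libraries with the other was 0.999, so the names in the labels or those in Fig. 7 belong to the other line. Which of them do was asked through the timing of development. Each DAP of the libraries labelled YZU147 was matched to the DAP of those labelled YZU191 with the highest Spearman's rho over 43394 genes, and the mean shift was -6 DAP, so the libraries labelled YZU147 resemble earlier DAP. In Fig. 7 the dry weight of YZU147 rises later than that of YZU191. Between the parents the timing of expression went against dry weight. The mean shift of parental line T210 against T209 was -4 DAP. It was -2 and -6 with single ears. Without the 20 most abundant genes and over genes above 1 FPKM in all libraries it was -2. The match of T210 at 50 DAP to T209 at 40 DAP was nearly tied with that at 50 DAP (Spearman's rho 0.8177 against 0.8176). The size of this shift is thus uncertain. The columns of DH1M had r = 0.999 with T210, and the dry weight of DH1M rises earlier than that of T877 in Fig. 7. Dry weights were not analysed here, and the labels and Fig. 7 cannot be told apart as the source.

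The libraries labelled YZU147 at 10, 20, 30, 40, and 50 DAP were closest to those labelled YZU191 at 10, 10, 20, 30, and 50 DAP. Of the single ears labelled YZU147 at 20 and 30 DAP, 4 of 4 were closest to an earlier DAP. This goes against a single deviating ear of YZU147 at these DAP. At 40 DAP 1 ear labelled YZU147 was closest to 30 DAP and the other to 40 DAP. The match there thus cannot be told apart from the effect of a single ear. Matched the other way, the ears labelled YZU191 at 20 DAP were closest to 20 and 30 DAP of YZU147, and their mean to 20 DAP. At 30 DAP both ears labelled YZU191 were closest to 40 DAP. At 20 DAP the shift thus depends on the direction of matching and on a single ear labelled YZU191. The shift was -6 without the 20 most abundant genes and -2 when the rest were also limited to the 11622 genes above 1 FPKM in all libraries, so its size depends on the genes used. Reads taken up by abundant genes scale the others of a library alike, and Spearman's rho hardly depends on such a scale, so leaving these genes out is no test of them. A lag in development of the libraries labelled YZU147 is a hypothesis. Time of day or growing conditions at harvest are not given by the labels and could not be tested.

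Of the 40 genes of the paper, 15 were lower in the libraries labelled YZU191. Among 10000 random lists of 40 genes with like mean expression, the median was 4 and 0 had as many. Among 10000 lists also matched on the change between early and mid filling, the median was 6 and 2 had as many. Neither expression level nor that change explains the number. The 40 genes were chosen by the paper from pools of lines with contrasting filling rates, and a link with the filling rate is a hypothesis that the 2 lines with uncertain names cannot test. The 2 genes that were higher were GRMZM2G001696 (log2 difference 1.05, adjusted p = 0.00403 from limma) and GRMZM2G149295 (0.49, adjusted p = 0.0167), named after their values were seen.

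At every DAP both libraries of one line were above both of the other for 942 genes higher and 656 genes lower in the libraries labelled YZU191, where 5.58 genes each are expected by chance. The 3 largest log2 differences upward among them were those of assembled loci without a gene name, at 5.09 (adjusted p = 2.72e-08 from limma), 5.07 (adjusted p = 1.02e-08), and 5.06 (adjusted p = 2.15e-08). Downward they were -5.10 for GRMZM2G435244, without a name in RefSeq (adjusted p = 3e-07), -4.99 for an assembled locus (adjusted p = 2.39e-13), and -4.87 for GRMZM2G154278, in RefSeq LOC100192769 (adjusted p = 1.65e-08). By the rule of choice, each had its direction in all 10 libraries of the line compared with those of the other at the same DAP. In the libraries labelled YZU191, the highest value of each downward gene lay far above its mean. It was 43.6 against 4.38 FPKM for GRMZM2G435244, 10.8 against 1.08 for the assembled locus, and 11.7 against 1.21 for GRMZM2G154278. The assembled locus had a mean of 0 FPKM in both parents. No explanation was tested for single genes.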
